# Interleukin-1β induces and accelerates human endometrial stromal cell senescence and impairs decidualization via the c-Jun N-terminal kinase pathway

**DOI:** 10.1038/s41420-024-02048-6

**Published:** 2024-06-15

**Authors:** Robert N. Taylor, Sarah L. Berga, Eric Zou, Jacara Washington, Sunyangzi Song, Brandon J. Marzullo, Indrani C. Bagchi, Milan K. Bagchi, Jie Yu

**Keywords:** Cell death, Ageing

## Abstract

As the mean age of first-time mothers increases in the industrialized world, inquiries into causes of human reproductive senescence have followed. Rates of ovulatory dysfunction and oocyte aneuploidy parallel chronological age, but poor reproductive outcomes in women older than 35 years are also attributed to endometrial senescence. The current studies, using primary human endometrial stromal cell (ESC) cultures as an in vitro model for endometrial aging, characterize the proinflammatory cytokine, IL-1β-mediated and passage number-dependent effects on ESC phenotype. ESC senescence was accelerated by incubation with IL-1β, which was monitored by RNA sequencing, ELISA, immunocytochemistry and Western blotting. Senescence associated secreted phenotype (SASP) proteins, IL-1β, IL-6, IL-8, TNF-α, MMP3, CCL2, CCL5, and other senescence-associated biomarkers of DNA damage (p16, p21, HMGB1, phospho-γ-histone 2 A.X) were noted to increase directly in response to 0.1 nM IL-1β stimulation. Production of the corresponding SASP proteins increased further following extended cell passage. Using enzyme inhibitors and siRNA interference, these effects of IL-1β were found to be mediated via the c-Jun N-terminal kinase (JNK) signaling pathway. Hormone-induced ESC decidualization, classical morphological and biochemical endocrine responses to estradiol, progesterone and cAMP stimulation (prolactin, IGFBP-1, IL-11 and VEGF), were attenuated *pari passu* with prolonged ESC passaging. The kinetics of differentiation responses varied in a biomarker-specific manner, with IGFBP-1 and VEGF secretion showing the largest and smallest reductions, with respect to cell passage number. ESC hormone responsiveness was most robust when limited to the first six cell passages. Hence, investigation of ESC cultures as a decidualization model should respect this limitation of cell aging. The results support the hypotheses that “inflammaging” contributes to endometrial senescence, disruption of decidualization and impairment of fecundity. IL-1β and the JNK signaling pathway are pathogenetic targets amenable to pharmacological correction or mitigation with the potential to reduce endometrial stromal senescence and enhance uterine receptivity.

## Introduction

Advanced maternal age and reproductive senescence reduce pregnancy success and quality of life in affected women, their families and society. Postponing reproduction raises the likelihood of unwanted childlessness and, even when successful, poses a higher risk for clinical pregnancy complications, including fetal aneuploidy and preeclampsia [1]. While most research on reproductive aging in women has focused on epigenetic oocyte damage [2], endometrial senescence remains largely understudied [3, 4]. Assessment of serum glycodelin-A (PP14), an endometrial glycoprotein [5], failed to detect substantive changes in this biomarker among women 20–30 years *vs*. those 40–50 years old [6]. However, comprehensive microarray analyses of endometrial stromal cell (ESC) mRNAs derived from perimenopausal women exhibited a significantly altered transcriptome compared to ESC from premenopausal women [7].

In hemochorial placental species (*viz*, women, non-human old-world primates, bats, and mice), blastocyst nidation occurs within a narrow window of uterine receptivity synchronized to embryo development. In women, the “open” endometrial interval is regulated by ovarian steroid hormones, locally expressed growth factors and cytokines [8]. The implantation window is vulnerable to perturbation. A critical manifestation of receptive human endometrium is the decidual response, differentiation of endometrial mesenchyme into a secretory stroma supportive of placentation [9]. Biomarker proteins associated with receptive endometrium include prolactin [10]; IGFBP1 [11], IL-11 [12] and VEGF [13], among others. Another phenotypic change associated with decidualized ESCs is mesenchymal-to-epithelial transformation (MET), a cytological program shared with angiogenesis and tumorigenesis [14, 15].

Replicative senescence is an irreversible response to excessive cellular stress that limits cell longevity. It is characterized by resistance to mitogenesis and permanent cell cycle arrest. Established biomarkers of senescence associated secreted phenotype (SASP: IL-1β, IL-6, IL-8, TNF-α, MMP3, CCL2, CCL5) and nuclear protein indicators of DNA damage (p16, p21, HMGB1, phospho-γ-histone 2 A.X). Impaired decidualization in ESC derived from women with endometriosis [16, 17] and polycystic ovary disease (PCOS) [18, 19] have been reported. IL-1β can induce intrauterine inflammation and impair ESC decidualization and function [20–23]. Indeed, inverse correlations between in vitro fertilization (IVF) implantation rates and free serum [24] or intrauterine fluid IL-1β concentrations [25] are observed. In the current study we investigated whether IL-1β-treatment of primary human ESC cultures could recapitulate ESC senescence and whether its signature, so-called “inflammaging” biomarkers [26], were associated with decidual dysfunction.

## Results

### Critical role of inflammation as a modifier of ESC senescence

IL-1β effects on gene expression were agnostically evaluated in ESC derived from different subjects (*n* = 2, S1 and S2), treated without or with 0.1 nM IL-1β for 24 h. 

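RNA was sequenced from cultured ESC, the fibroblast-like cells of the uterine lining, in 4 libraries. Untreated cultures (controls) and cultures given 0.1 nM IL-1β for 24 h were compared at passage 3, with 2 libraries in each group. Each of 2 subjects gave a control library and an IL-1β library, so the libraries are paired by subject and n = 2 subjects throughout. The subjects are called subject 1 and subject 2 after the numbers in the sample labels. The authors deposited raw counts of fragments per gene. The submitters' processing notes name HISAT2, SAMtools and featureCounts, and the paper's methods give other versions of the last 2. The header of the count file shows that both mates had to align, that counting used the strand and that alignments below a mapping quality of 60 were left out, so reads that fit several places could be left out. The genes used here held 7469428 counts in the control and 9083791 in the IL-1β library of subject 1, and 7343803 and 8885121 in those of subject 2. At this depth a count of 0 allows up to 0.33 to 0.43 CPM (3 counts in 1 library, scaled to library size), which covers counting error only. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test on the 13302 genes that passed its expression filter, with Benjamini-Hochberg adjustment. The paper's methods name DESeq2 and no subject term, so the first fit compared the groups without one. A fit with the subject as a block, which compares each IL-1β library with the control of the same subject, is given beside it wherever it changes a call. edgeR called 631 of the 13302 genes with the block and 1 without it, and the biological coefficient of variation was 14.8% with the block and 32.6% without it. Small structural RNAs took a larger share of the IL-1β libraries. RN7SK held 1.50% and 0.76% of the counts in the controls of subjects 1 and 2 and 2.05% and 1.54% in their IL-1β libraries, and RN7SL1 and RN7SL2 together held 0.93% and 1.52% in the controls and 1.39% and 2.27% with IL-1β.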

RNAseq identified several IL-1β-induced mRNA transcripts; the 10 that were most strongly upregulated are shown in the heat map (Fig. 1A): IL-1β itself, IL-6, IL-8, HMGB1, CCL2, MMP3, CXCL10, MAP2K1, CCL5 and TNF-α. 

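Among the 13302 genes tested, IL1B had the highest log2 fold change of all, and 3 of the 10 heat map genes lay in the first 10. CCL5 held rank 6 and IL8 (the file's symbol for CXCL8) rank 10. The other places in the first 10 were held by CXCL6, CXCL3, CXCL5, CXCL2 and CXCL1, which encode chemokines that attract neutrophils, by CSF3, which encodes the granulocyte growth factor G-CSF, and by HSD11B1, which encodes an enzyme that forms cortisol from cortisone. CXCL1, CXCL5, CSF3 and HSD11B1 were named after their values were seen. The rank of a gene with no counts in the controls depends on the prior count of the fit, and so do the ranks of genes below it. At a prior count of 2 the log2 fold change was 7.64 for CCL5, 7.74 for IL6 and 9.89 for IL8. IL6 held rank 20, CCL2 rank 21, TNF rank 44 and MMP3 rank 95. MAP2K1, which encodes the kinase MEK1, held rank 1665, and HMGB1, which encodes a chromatin protein that can be released as an alarm signal, held rank 2858. HMGB1 (chromosome 13 of GRCh38, 30458740 to 30465944) was at 172 ± 0.108 CPM (SD, n = 2) with IL-1β and 141 ± 8.32 CPM (SD, n = 2) in controls. Its log2 fold change was 0.28 (standard error 0.14, adjusted p = 0.55 from edgeR's quasi-likelihood test, and 0.26 with the subject as a block). MAP2K1 (chromosome 15, 66386844 to 66491544) was at 45.9 ± 8.55 CPM with IL-1β and 33.0 ± 4.57 CPM in controls (SD, n = 2), a log2 fold change of 0.47 (standard error 0.21, adjusted p = 0.52 from edgeR, and 0.26 with the subject as a block). Over the 15 other settings run, the adjusted p of HMGB1 lay between 0.26 and 1.00 and that of MAP2K1 between 0.19 and 0.96. CXCL10, which encodes an interferon-inducible chemokine that attracts T cells, had 24 and 7 counts with IL-1β and 3 and 0 in controls and did not pass the expression filter. The ratio of its pooled counts, scaled for depth, was 8.40 (exact 95% interval 2.62 to 42.9, counting error only). Of the 9 heat map genes tested, 6 rose and none fell in edgeR with the subject as a block (7 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples; 7 higher and 0 lower at an unadjusted p under 0.05, and 6 higher and 0 lower in DESeq2 with the block). Without the block edgeR called 0 of the 9 over all genes, 6 when adjusted over the list alone and 6 at an unadjusted p under 0.05, and DESeq2 called 5.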

The heatmap on the left (Fig. 1A) was generated using normalized gene expression values for each gene/sample. These values were standardized to center around zero. Genes (rows) were clustered based on their Euclidean distance using the complete linkage agglomeration method. The figure was created in R using the heatmap package. 

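The RNA of 7 SASP genes was higher with IL-1β in both subjects. IL1B (chromosome 2 of GRCh38, 112829751 to 112836779) had 0 and 1 counts in the controls of subjects 1 and 2 and 7992 and 3812 counts in their IL-1β cultures. The ratio of its pooled counts, scaled for depth, was 9590.0 (exact 95% interval 1721 to 378816, counting error only). IL8 (chromosome 4, 73740506 to 73743716), which encodes the neutrophil chemokine IL-8, was at 6615 ± 5162 CPM (SD, n = 2) with IL-1β and 6.68 ± 6.83 CPM (SD, n = 2) in controls, a log2 fold change of 9.94 (standard error 1.50). IL6 (chromosome 7, 22727147 to 22732002) was at 873 ± 656 CPM with IL-1β and 3.83 ± 1.79 CPM in controls (SD, n = 2), a log2 fold change of 7.82 (standard error 0.92). CCL2 (chromosome 17, 34255277 to 34257203), which encodes a chemokine that attracts monocytes, had a log2 fold change of 7.64 (standard error 1.69), with 0 and 18 counts in the controls and 692 and 3867 with IL-1β. CCL5 (chromosome 17, 35871491 to 35880373), which encodes the chemokine RANTES, had 0 counts in both controls and 136 and 741 with IL-1β, at least 238-fold higher against a floor of 3 counts over the control group. TNF (chromosome 6, 31575567 to 31578336) had 0 and 2 counts in the controls and 69 and 18 with IL-1β, a ratio of 35.3 (exact 95% interval 9.49 to 296, counting error only). MMP3 (chromosome 11, 102835797 to 102843611), which encodes the matrix protease stromelysin-1, was already at 1118 ± 1154 CPM in controls and reached 9861 ± 10563 CPM with IL-1β (SD, n = 2). Its log2 fold change of 3.14 (standard error 1.43) was the smallest of the 7. Its log2 change was 3.16 in subject 1 and 2.99 in subject 2. Without the block, leaving out 1 library leaves the subjects unpaired, so a difference between the subjects enters the fold. The control of MMP3, for example, was at 1934 CPM in subject 1 and 301 CPM in subject 2. Over the fits that leave out 1 library the log2 fold change of MMP3 ranged from 1.10 to 5.03. That of CCL2 ranged from 5.91 to 14.08 and that of TNF from 3.71 to 8.37. These ranges therefore do not measure how the response varied between the subjects.

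**Figure D1:**
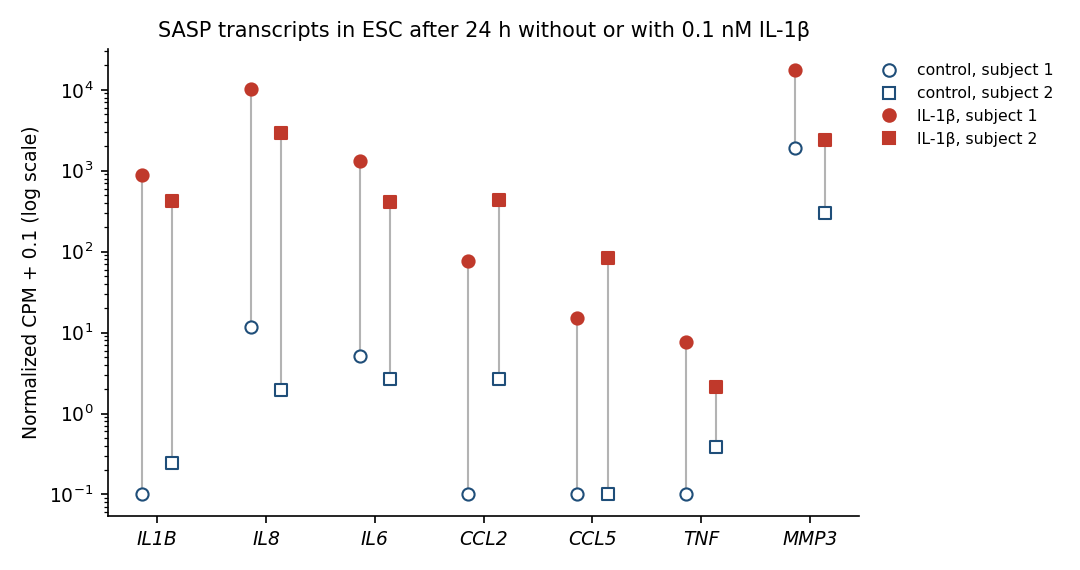
Normalized CPM (plus 0.1, log scale) of 7 SASP genes in each library, with circles for subject 1, squares for subject 2, open symbols for controls and filled symbols for IL-1β, joined within a subject. Every filled symbol lies above the open symbol of the same subject, and symbols at 0.1 mark libraries with 0 counts.

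In edgeR with the subject as a block, 6 of the 7 rose (7 when adjusted over the list alone), with adjusted p = 0.0028 for IL1B and IL6, 0.0033 for IL8, 0.0073 for CCL2, 0.0080 for CCL5 and 0.010 for MMP3. TNF did not pass, at an adjusted p = 0.068 from the same fit. Without the block none of the 7 passed edgeR's test over all genes, with adjusted p from 0.24 for IL1B to 0.54 for MMP3, while 6 passed when adjusted over the list alone and 6 had an unadjusted p under 0.05. DESeq2, the tool of the paper's methods, called 5 of the 7 without the block, leaving out CCL2 (adjusted p = 0.11) and MMP3 (adjusted p = 0.48). With the block it called 6, leaving out CCL5 (adjusted p = 0.14). Over the 15 other settings run, which include fits without 1 library, the adjusted p of IL1B lay between 1.2e-20 and 0.69 and that of TNF between 0.014 and 0.87. The annotation places TNF on 7 further contigs and CCL5 on 1, so reads of these genes may have been left uncounted.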

As shown in the volcano plot (Fig. 1B), IL-1β treatment upregulated six SASP mRNA transcripts (IL-1β, IL-6, IL-8, CCL2, CCL5 and TNF-α) and, to a lesser extent, MMP3. The volcano plot in Fig. 1B utilized adjusted p-values and fold-changes calculated by DESeq2. The adjusted p-value cut-off was set at 0.05, and the log2 (fold-change) cut-off was set at −1 and +1. The figure was generated in R using the Enhanced Volcano package.

**Fig. 1:**
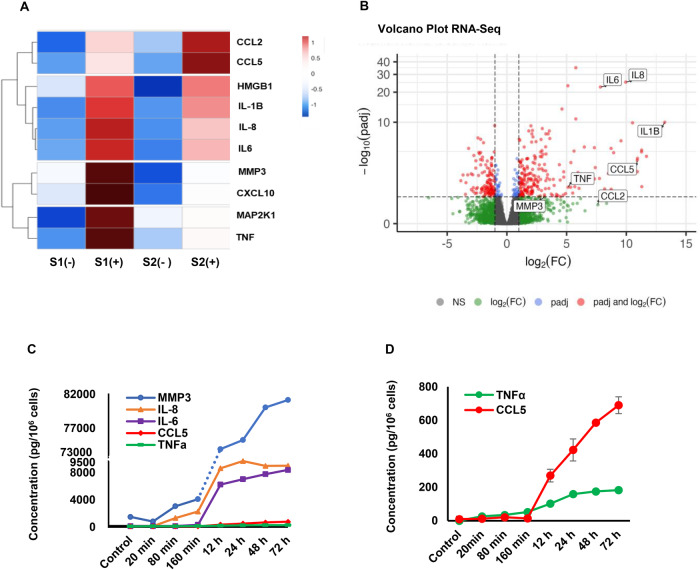
RNA sequencing (RNAseq) and ELISA assays were used to confirm the senescence induced by IL-1β. **A** The heatmap of RNA-Seq. P3 ESC from two subjects (S1, S2) were cultured without (-) or with (+) 0.1 nM IL-1β for 24 h and subjected to RNAseq for transcript profiling. The top 10 mRNAs upregulated by IL-1β are illustrated in the heat map. Red color indicates upregulated and blue color downregulated genes (fold changes shown in inset). **B** Volcano Plot RNA-Seq. A volcano plot demonstrates strong upregulation of SASP mRNA transcripts in P3 ESC from subjects S1 and S2 24 h after IL-1β treatment. IL-1β itself, IL-6, IL-8, CCL2, CCL5 and TNF-α mRNA were all increased over control and to a lesser extent, MMP3. **C** ELISA assay. ELISA of five SASP biomarker proteins in P3 ESC treated supernatants follow a time course after stimulation with IL-1β for up to 72 h. At the 72-h mark, ANOVA analysis revealed a significant overall difference (*p* < 0.001). The Scheffé Test results indicated significant differences between MMP3 and IL-8, IL-6, RANTES, and TNFα (*p* < 0.001 for all); between IL-8 and IL-6, RANTES, and TNFα (*p* > 0.05, *p* < 0.001, *p* < 0.001, respectively); and between IL-6 and RANTES, and TNFα (*p* < 0.001 for both), while for RANTES versus TNFα, there was no significant differences (*p* > 0.05). Each experiment was repeated three times. Error bars indicate SD of triplicate determinations. **D** ELISA assay. Data graphed with an expanded ordinate represent CCL5 and TNF-α, to adjust for relatively low absolute cytokine concentrations. Error bars indicate SD of triplicate determinations for CCL5. Other ELISA assays were done with duplicate samples.

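Among the largest changes with IL-1β were rises of genes for complement C3 and a blood cell growth factor and falls of genes for muscle filament and actin proteins. With the subject as a block, 324 genes rose and 210 fell at an adjusted p under 0.05 and a log2 fold change beyond 1 or -1. CTSS, which encodes the lysosomal protease cathepsin S (chromosome 1 of GRCh38, 150730196 to 150765957), passed the test with and without the block. It was at 93.2 ± 3.94 CPM (SD, n = 2) with IL-1β and 1.70 ± 0.00537 CPM (SD, n = 2) in controls, a log2 fold change of 5.76 (standard error 0.16, adjusted p = 0.039 from edgeR's quasi-likelihood test, and 0.0028 with the subject as a block). Other large rises with the block, ranked after the values were seen, were those of C3, the central complement protein, with a log2 fold change of 9.40 (standard error 0.39), and of CSF2, which encodes the growth factor GM-CSF. CSF2 had 1 count in the controls and 524 and 79 with IL-1β, a ratio of 489.9 (exact 95% interval 87.6 to 19382, counting error only). The largest falls by the same ranking were those of DES, which encodes the muscle filament protein desmin, with a log2 fold change of -4.03 (standard error 0.29), ACTC1, a cardiac muscle actin, with -3.98 (standard error 0.26), and ASPN, a matrix proteoglycan, with -3.81 (standard error 0.48). ACTG2, a smooth muscle actin, fell by 3.05 (standard error 0.14) and MEST, an imprinted gene, by 3.11 (standard error 0.39) on the log2 scale. Larger falls than these 2, and smaller than that of ASPN, included RASSF2 (-3.40), EPPK1 (-3.21), STMN2 (-3.19), PRELP (-3.17) and PRUNE2 (-3.13). Among all 371 genes that rose and 260 that fell with the block, 324 and 225 were also called in that direction by DESeq2 with the block, from the same counts. Of the 631 genes, 630 moved the same way in both subjects. With 2 subjects the block fit can hardly call a gene otherwise, so this agreement is no separate support. Without the block edgeR called 1 gene higher and 0 lower, with 725 higher and 675 lower at an unadjusted p under 0.05, where chance alone gives 665 in all. DESeq2 without the block called 218 higher and 114 lower at these thresholds, and 383 and 285 with it. Leaving out any 1 library ended the call of CTSS without the block, with an adjusted p of up to 0.68 from edgeR.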

Senescence transcripts identified by RNAseq were confirmed at the protein level by ELISA in ESC conditioned media. MMP3, IL-6, IL-8, CCL5 and TNF-α were all stimulated in response to IL-1β (Fig. 1C). The analysis, conducted 72 hours post-treatment, compared IL-1β-treated samples with untreated controls using ANOVA, revealing a significant effect (*p* < 0.001). Subsequent post-hoc Scheffé tests identified significant differences between MMP3 and other biomarkers like IL-8, IL-6, RANTES, and TNFα (*p* < 0.001). However, no significant difference was noted between IL-8 and IL-6 (*p* > 0.05), while both CCL5 and TNFα showed significant disparities (*p* < 0.001). Comparatively, the differences for IL-6 versus RANTES and TNFα were significant (*p* < 0.001), but not between RANTES and TNFα (*p* > 0.05). These findings highlight the distinct regulation of SASP biomarkers in response to IL-1β stimulation in P3 ESCs.

Data in Fig. 1D are graphed with an expanded ordinate scale to resolve the lower absolute concentrations of CCL5 and TNF-α in ESC supernatants ( 800 pg/ml). Appreciable increases in biomarker protein secretion were not observed until after 80 min exposure to IL-1β. IFC experiments revealed increased p21 (green staining, Fig. 2A) accumulation in cells exposed to recombinant IL-1β for 24 h relative to controls. IFC with β-actin antibody (red staining, Fig. 2A, middle panels) showed that IL-1β induced more diffuse signal, consistent with its effect on ESC fibroblastic morphology [17]. Merged channel images show antibody overlap (Fig. 2A, right panels). β-Galactosidase staining at pH 6.0 was conducted on untreated ESC (left) and senescent ESC treated with IL-1β (right) for 24 h (Fig. 2B). The results revealed notably intense dark blue signals (Fig. 2B, right panels) indicative of cellular senescence following IL-1β treatment in ESC.

**Fig. 2:**
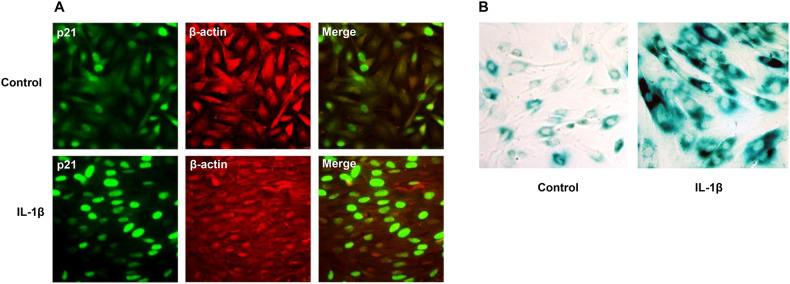
Immunofluorescence cytochemistry (IFC) and Senescence-associated-β-galactosidase(SAβG) staining were used to localize p21, β-actin and β-glacotosidase in ESC before (Control) and after IL-1β stimulation. **A** P3 ESC show increased nuclear p21 (green signal, left panel) after IL-1β-treatment. β-Actin (red) staining is more diffuse in IL-1β-treated ESC and the cellular orientation is more parallel. Merged channel images (yellow signal, right panels) are included. Magnification × 200. **B** SA-β-gal staining was used to detect β-galactosidase-positive signals. There was an intense blue color in the cytoplasm of ESC following 24 h of IL-1β treatment (right panel) compared to the untreated control (left panel). Magnification × 200.

Western blotting of cell lysates confirmed that 24 h exposure to IL-1β upregulated senescence proteins IL-1β, IL-6, TNF-α, MMP3, p16, p21, HMGB1, CCL2, CCL5 along with phospho-histone H2A.X. β-Actin levels were not changed (Fig. 3A). Co-incubation with the JNK inhibitor SP suppressed upregulated SASP markers to near baseline levels over a 24-72 h time course (Fig. 3B, C). Notably, SP treatment alone (lane 8, Fig. 3B) reduced the levels of p21, HMGB1, CCL2 and phospho-histone H2A.X, SP alone (lane 8) reduced levels below those of untreated controls (lane 1, Fig. 3B). The latter phenomenon is in keeping with endogenous IL-1β production by ESC [17]. Additionally, analysis of three key senescence-associated biomarkers revealed that the baseline levels of IL-1β and IL-6 were notably low and remained undetectable by Western blot at all three time points examined, even under reasonable exposure times. Similarly, in the untreated control groups, MMP3 expression levels showed no significant changes across these time points (Fig. 3C).

**Fig. 3:**
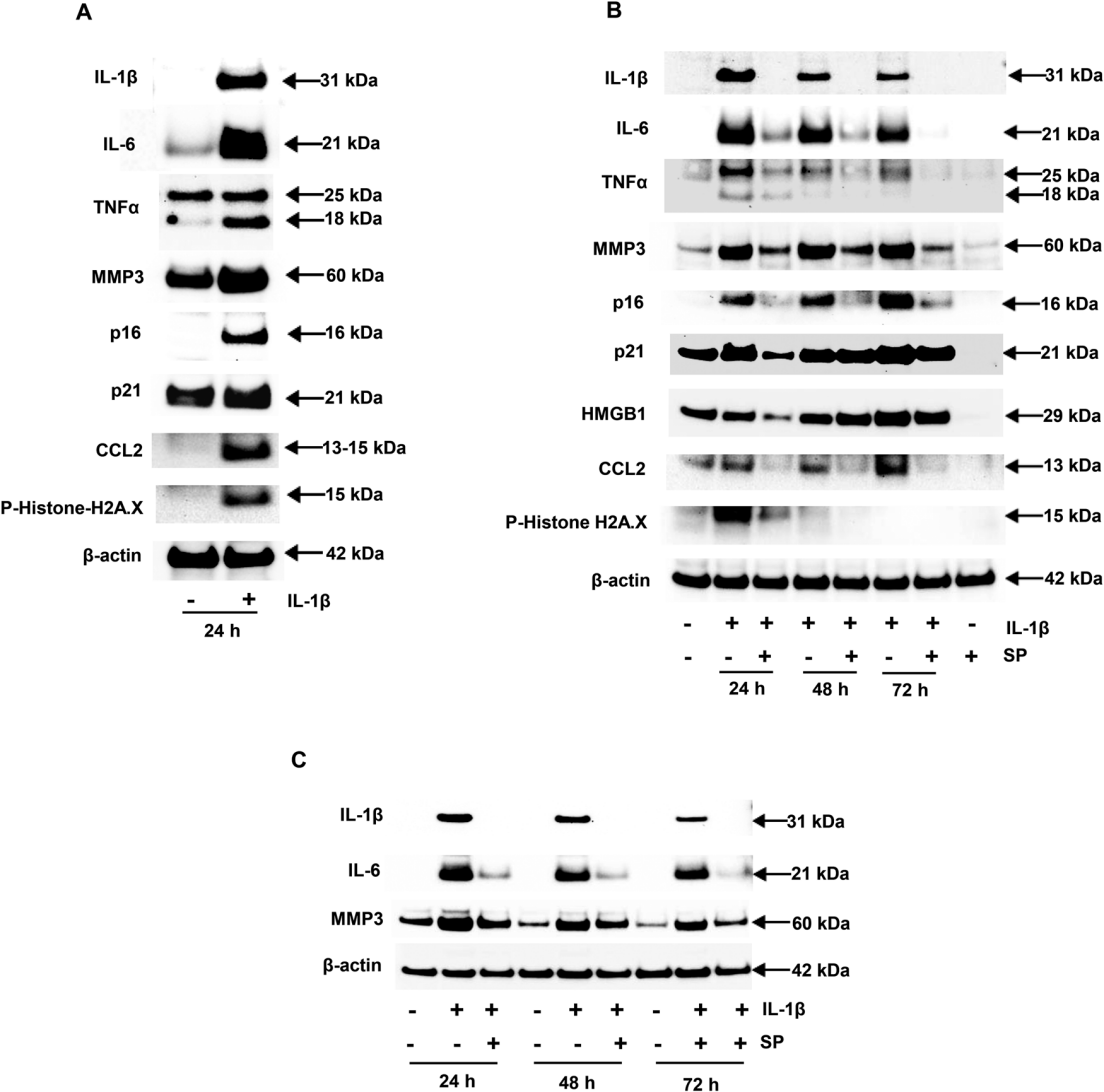
Upregulation of SASP protein biomarkers in response to IL-1β by western blot analysis. **A** After 48 h incubation, Western blotting shows that IL-1β increased IL-1β, IL-6, TNF-α, MMP3, p16, p21, CCL2 and phospho-histone H2A.X in P3 ESC. **B** Time-course experiments reveal that IL-1β upregulated IL-1β, IL-6, TNF-α, MMP3, p16, p21, HMGB1, CCL2, CCL5 and phospho-histone H2A.X at 24, 48 and 72 h (lanes 2, 4 and 6). Co-incubation in the presence of the JNK inhibitor SP blocked IL-1β-mediated upregulation at all time points (lanes 3, 5 and 7). Incubation with SP alone (lane 8) suppressed many biomarkers below basal (Control, lane 1) levels. β-Actin levels were not affected. Molecular masses (kDa) are indicated by arrows at right. **C** Based on the time course experiments, the three key senescence-associated biomarkers indicated that the baseline levels of IL-1β and IL-6 were notably low and undetectable by the western blot method at all three time points. Meanwhile, MMP3 expression levels in the untreated control group remained consistently similar across the three observed time points. β-Actin levels were not affected. Molecular masses (kDa) are indicated by arrows at right.

ELISA of conditioned media confirmed findings in the Western blots. CCL5 secretion was upregulated by IL-1β in ESC derived from four subjects (S1, S2, S3, S4) and these effects were blocked by SP co-incubation (Fig. 4A). ANOVA showed significant upregulation of CCL5 from baseline after IL-1β-exposure in ESC from all four study subjects (*p* < 0.001), ANOVA with post-hoc Scheffé’s tests revealing significant inter-group differences (*p* < 0.001) between control *vs*. IL-1β-exposed ESC and IL-1β-exposed *vs*. IL-1β plus SP-treated cells). In experiments where IL-1β was co-incubated with a 100-fold excess of IL-1ra, complete abrogation of the IL-1β-induced upregulation of IL-8 and IL-6 was observed (Fig. 4B), suggesting that the effects were mediated via IL-1 receptor type 1 signaling. Two-factor ANOVA analysis revealed a significant difference in IL-6 and IL-8 (*p* < 0.001 for each). IL-1β time-dependently increased CCL5 and TNF-α, and SP suppressed CCL5 and TNF-α secretion after 24–72 h of IL-1β exposure (Fig. 4C, D, respectively). One-factor ANOVA analysis indicated that IL-1β stimulation induced IL-6 and IL-8 secretion, and this effect was completely blocked upon co-incubation with SP (*p* < 0.001 in each). The timing of addition of SP did not appear consequential. One h preincubation with the kinase inhibitor (PSP), had the same inhibitory effect as simultaneous co-incubation of IL-1β plus SP (SSP) on IL-1β, IL-6, TNF-α and MMP3 reduction (Fig. 4E). β-Actin levels were not affected. AS also suppressed IL-1β-induced CCL5 and TNF-α secretion, but its potency in ESC was only 43% that of SP (data not shown).

**Fig. 4:**
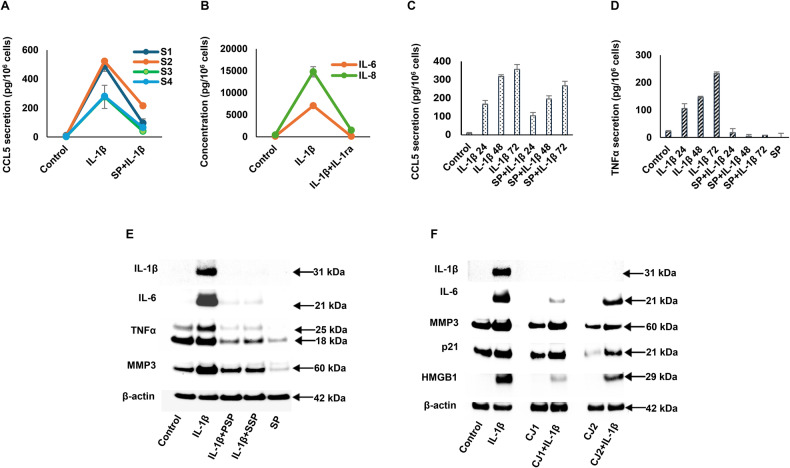
The inhibitory effects of the JNK inhibitor SP in response to IL-1β upregulation, as measured by ELISA assay and western blot analysis. **A** ELISA confirmed that CCL5 secretion by P3 ESC from each of four subjects was upregulated after 72 h of IL-1β treatment. This effect was reversed by co-incubation with SP (*p* < 0.001, ANOVA). Error bars indicate SD of triplicate determinations for subject S4. **B** When IL-1β was co-incubated with a 100-fold excess of IL-1ra [43], complete abrogation of the IL-1β effect on IL-8 and IL-6 upregulation was observed. The overall comparison using two-factor ANOVA analysis revealed significant differences (*p* < 0.001). Scheffé Test comparisons showed significant differences between Control vs IL-1β (p < 0.001) and IL-1β vs IL-1ra (*p* < 0.001). Error bars indicate SD of triplicate determinations. **C** Time-course of CCL5 ELISA response to IL-1β ± SP (24–72 h). The overall comparison using one-factor ANOVA revealed significant differences between groups (p < 0.001). Error bars indicate SD of triplicate determinations. **D** Time-course of TNF-α ELISA response to IL-1β ± SP (24–72 h). The overall comparison using one-factor ANOVA revealed significant differences between groups (*p* < 0.001). Error bars indicate SD of triplicate determinations. **E** Western blot showing that preincubation of P3 ESC with SP, for 1 h before addition of IL-1β (PSP), had the same inhibitory effect as simultaneous co-incubation of IL-1β plus SP (SSP) on IL-1β, IL-6, TNF-α and MMP3 reduction. SP alone reduced basal (control) SASP markers. β-Actin levels were not affected. **F** Western blot reveals inhibition of IL-1β stimulation of IL-1β, IL**-**6, MMP3, p21 and HMGB1 by JNK1 (CJ1) or JNK2 (CJ2) siRNA constructs transfected into P3 ESC. β-Actin levels were not affected.

An alternative strategy to identify the responsible IL-1β signaling pathway was afforded using JNK1 and JNK2 siRNA interference. These constructs reduced IL-1β-induced IL-1β, IL-6, MMP3 and HMGB1 in ESC as determined by Western blotting (Fig. 4F) but had no effects on β-actin. Basal and IL-1β-stimulated p21 were inhibited with JNK2 siRNA but not as effectively by JNK1 siRNA (Fig. 4F). Pilot experiments using scrambled control siRNA showed no effects on IL-1β signaling (data not shown).

The effects of cell passage number on IL-1β as an inflammaging marker were assessed in Fig. 5A, B by IFC and IPC. P21 ESC showed high basal and IL-1β-induced IL-1β accumulation (Fig. 5B) compared to P3 cultures (Fig. 5A). Western blots of ESC lysates from P3, P12 and P21 cells after IL-1β stimulation showed increased protein expression in higher passage number cells, except for β-actin (Fig. 5C). ELISA confirmed that IL-6, IL-8, CCL5, TNF-α and MMP3 were all progressively more responsive to IL-1β in P12 and P21 than in P3 cells (Fig. 6A–E). Two-factor ANOVA analysis indicated a significant upregulation of five SASP components following after IL-1β stimulation: IL-8 (*p* < 0.01), IL-6 (*p* < 0.001), CCL5 (*p* < 0.05), MMP3 (*p* < 0.01) and TNF-α (*p* < 0.001). Scheffé Test was utilized to compare between passages (P3 *vs*. P21) following IL-1β treatment: IL-6 (*p* < 0.01), IL-8 (*p* < 0.001), CCL5 (*p* < 0.05), TNFα (*p* < 0.01), and MMP3 (*p* < 0.001); Additionally, under control conditions, subtle yet similar trends were observed with prolonged ESC passage.

**Fig. 5:**
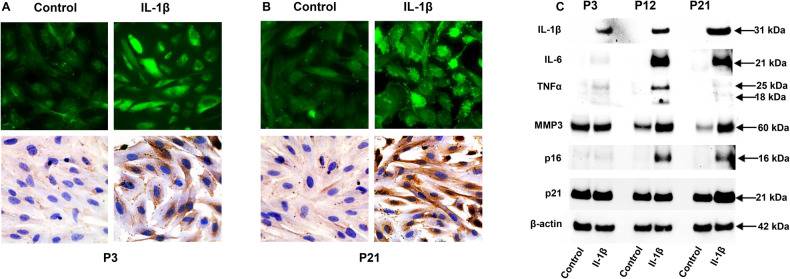
Effects of passage number on IL-1β stimulation. **A** Immunofluorescence- (IFC, top panels) and immunoperoxidase cytochemistry (IPC, lower panels) were used to localize IL-1β in ESC before and after IL-1β stimulation in P3 cells. **B** IFC (top panels) and IPC (lower panels) identified more IL-1β after IL-1β stimulation in P21 cells than P3 cells. Cell orientation in P21 cells also appears more parallel. **C** Western blot shows IL-1β, IL-6, TNF-α, MMP3, p16, p21 all increased with extended cell passage (P3 to P21) after incubation with IL-1β. β-Actin levels were unchanged.

**Fig. 6:**
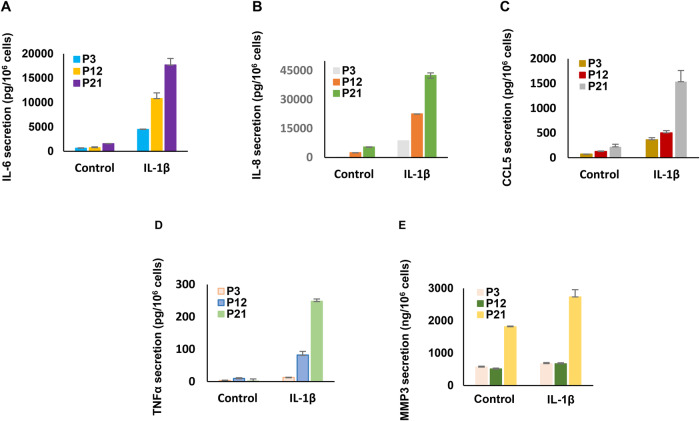
The upregulation of senescence-associated biomarkers was increased following extended cell passages, determined by ELISA assay. ELISA demonstrates that IL-6, IL-8, CCL5, TNF-α and MMP3 (**A**–**E**, respectively) were all increased with extended cell passage (P3, P12, and P21), and showed substantially enhanced responsiveness to IL-1β. Following IL-1β stimulation, a two-factor ANOVA analysis revealed a significant upregulation of five SASP components: IL-8 (*p* < 0.01), IL-6 (*p* < 0.001), CCL5 (*p* < 0.05), MMP3 (*p* < 0.01), and TNF-α (*p* < 0.001). For a more detailed description of the Scheffé Test analysis results, please refer to the Results section. Subtle but similar trends were noted under control conditions with increased biomarker concentrations in prolonged passage ESC. Error bars indicate SD of triplicate determinations.

### Role of inflammation as an inhibitor of ESC differentiation

Inflammation, particularly that mediated by IL-1β, can impair decidual differentiation in human ESC [23]. We postulated that prolonged passage number also may be associated with reduced ESC decidualization. ESC differentiation based upon cell shape was assessed by phase-contrast microscopy. Under control culture conditions (without added hormones) fibroblastic ESC morphology was indistinguishable among P3, P9 or P12 cells (Fig. 7A, left panels). Low passage cells ( ≤ P9) treated for seven days with a standardized decidualizing regimen (10 nM estradiol, 100 nM progesterone and 0.5 mM dibutyryl cAMP, H + 7) demonstrated cell “rounding” typical of MET [15]. The extent of MET in H + 7-treated ESC, reported as cell shape indices from 0.0 to 1.0, was inversely related to passage number. No significant differences in cell shape index were noted under control conditions (P3 = 0.18 ± 0.02, P9 = 0.40 ± 0.31, P12 = 0.29 ± 0.17, *P* = 0.19, 1-factor ANOVA). But following H + 7 hormone stimulation, statistically significant differences were observed among different ESC passage numbers (P3 = 0.95 ± 0.35, P9 = 0.64 ± 0.27, P12 = 0.43 ± 0.11, *p* < 0.01, 1-factor ANOVA). Post-hoc Scheffe’s tests revealed significant inter-group differences (*p* < 0.05) between hormone treated P3 *vs*. P9 cells and P3 vs. P12 cells. Two-factor ANOVA showed a significant interaction between the independent variables (passage number and days of hormone treatment) with F-values ranging from 12.6 to 99.9 (*p* < 0.001). Although attenuated at P12, H + 7 hormones still induced an increase in cell shape index over P3 controls without hormones (0.43 ± 0.11 vs. 0.18 ± 0.02, *p* < 0.01, Student’s *t-*test).

**Fig. 7:**
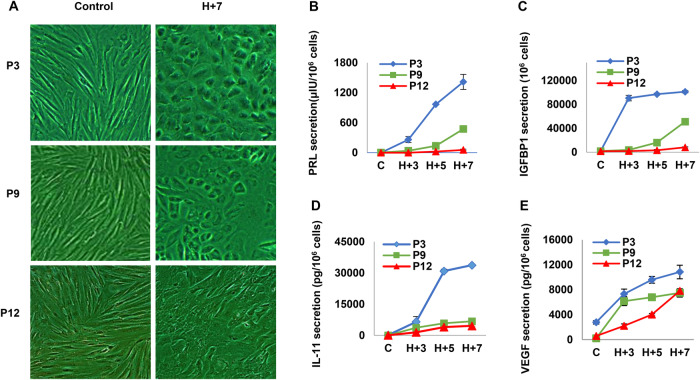
Decidual differentiation impaired in extended ESC passages. **A** Phase contrast microscopy shows fibroblastic cell morphology under control conditions (without added hormones, left panels) that is transformed to MET (cell “rounding”) after 7 days of hormone treatment (10 nM estradiol, 100 nM progesterone, 0.5 mM dibutyryl cAMP, H + 7, right panels). Low passage cells (≤ P9) have the most prominent hormone-induced cell shape changes, but these are inversely proportional to passage number, with MET effects more attenuated in hormone-treated P12 cells. Quantification of cell shape indices is provided in the text. Magnification×100. Biochemical markers of ESC differentiation quantified by ELISA included classical (**B** prolactin, **C** IGFBP-1; upper panels) and emerging (**D** IL-11, **E** VEGF; lower panels) decidual biomarkers. Concentrations in conditioned media from P3 (blue), P9 (red) and P12 (green) ESC, following three (H + 3), five (H + 5) or seven (H + 7) days incubation with or without (C, control) hormones are shown. Two-factor ANOVA unveiled a significant interaction in the overall comparison, signifying the upregulation of PRL, IGFBP1, IL-11, and VEGF (p < 0.001 for each). For a more detailed description of the Scheffé Test analysis results, please refer to the Results section. Error bars indicate SD of triplicate determinations.

Cytological features of decidualization were associated with classical (prolactin, IGFBP-1) and emerging (IL-11, VEGF) biochemical correlates of ESC differentiation. ELISA quantified secreted biomarkers as continuous, dependent variables in conditioned media of P3, P9 and P12 ESC, under control (C) conditions and following three (H + 3), five (H + 5) or seven (H + 7) days of hormone exposure (Fig. 7B–E). Two-factor ANOVA showed a significant interaction between the independent variables (passage number and days of hormone treatment) with F-values ranging from 20.5 to 281.4 (*p* < 0.001) in all four decidualization biomarkers (Fig. 7B–E). The Scheffé test was utilized to compare control (C) versus seven days of hormone treatment (H + 7), C vs. H + 7, and within-group comparisons in PRL (Fig. 7B) revealed significant differences at P3 ( < 0.001), P9 (*p* < 0.001), and with no significant differences at P12 (*P* > 0.05). Further analyses using the Scheffe’s Test (H + 7) demonstrated significant inter-group differences at day seven post-hormone treatment (H + 7): P3 vs. P9 (*P* < 0.001), P3 vs. P12 (*P* < 0.001), and P9 vs. P12 (*P* < 0.01). Similarly, comparisons were conducted for IGFBP1 (Fig. 7C) using the Scheffé Test (H + 7), indicating significant inter-group differences in each comparison: P3 vs. P9, P3 vs. P12, and P9 vs. P12 (*P* < 0.001 for each). For IL-11 (Fig. 7D), significant differences were observed between P3 vs. P9 and P3 vs. P12 (*P* < 0.001), with no significant differences in P9 vs. P12 (*P* > 0.05). Finally, for VEGF (Fig. 7E), no significant differences were found in any of the comparisons: P3 vs. P9, P3 vs. P12, and P9 vs. P12 (*P* > 0.05 for each).

The results suggest notable variability in the response to hormone treatment across various passages of ESC, underscoring the heightened responsiveness of earlier passages (P3 and P9) compared to later passages (P12). Among the secreted biomarker proteins, all were most vigorously upregulated by hormones in P3 cells and their responsiveness was positively correlated with days of hormone exposure. The relative kinetics and magnitude of each biomarker were unique, with IGFBP-1 showing the largest differential response with respect to passage number (Fig. 7B) and VEGF having the smallest dynamic range (Fig. 7E). The results support the overall concept that primary ESC cultures lose hormone responsivity and differentiated function with extended passaging.

## Discussion

The effects of inflammation on markers of ESC aging were assessed using an established IL-1β treatment protocol [17] that mimics aspects of ESC senescence and endometriosis. 

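Beyond the transcripts of the volcano plot, further genes of secreted factors rose with IL-1β. The list counts below are not limited to these further genes. IL8, CCL2 and CCL5 are among the chemokines that rose, and MMP3 is among the matrix metalloproteinases. Of 71 tested genes for secreted senescence factors, 30 rose, 2 fell and 39 did not pass in edgeR with the subject as a block (37 higher and 11 lower when adjusted over the list alone; 29 and 6 in DESeq2 with the block). The genes that rose include CSF1, which encodes the macrophage growth factor M-CSF, with a log2 fold change of 1.80 (standard error 0.14), and IL11, an IL-6 family cytokine, with 4.77 (standard error 0.24). Of the genes named after their values were seen, LIF rose by 4.32 (standard error 0.29), PLAU, which encodes urokinase, rose by 1.95 (standard error 0.16). IGFBP5 and GDF15 were the 2 that fell, by 1.89 (standard error 0.20) and 1.14 (standard error 0.12) on the log2 scale. Of 11 tested chemokine genes 8 rose and 0 fell (8 and 0 when adjusted over the list alone and at an unadjusted p under 0.05; 4 and 0 in DESeq2 with the block). CXCL6 and CXCL3, with 0 counts in both controls, were at least 309-fold and 306-fold higher, and CXCL2 went from 1 count in the controls to 2439 with IL-1β, a ratio of 1982 (exact 95% interval 355 to 78298, counting error only). The median log2 fold change of the chemokines with the block was 10.45 as fitted and 8.25 with the 4 genes at 0 in the controls set to their lower bound. Of 16 tested matrix metalloproteinases (MMPs) and their TIMP inhibitors 3 rose, 1 fell and 12 did not pass (4 higher and 3 lower when adjusted over the list alone; 5 and 5 at an unadjusted p under 0.05; 3 and 2 in DESeq2 with the block). MMP12, which encodes macrophage elastase, rose by 3.98 (standard error 0.30), MMP1, interstitial collagenase, by 2.47 (standard error 0.26), and MMP24, a membrane-type MMP, fell by 2.46 (standard error 0.31). MMP1 and MMP24 were named after their values were seen.

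**Figure D2:**
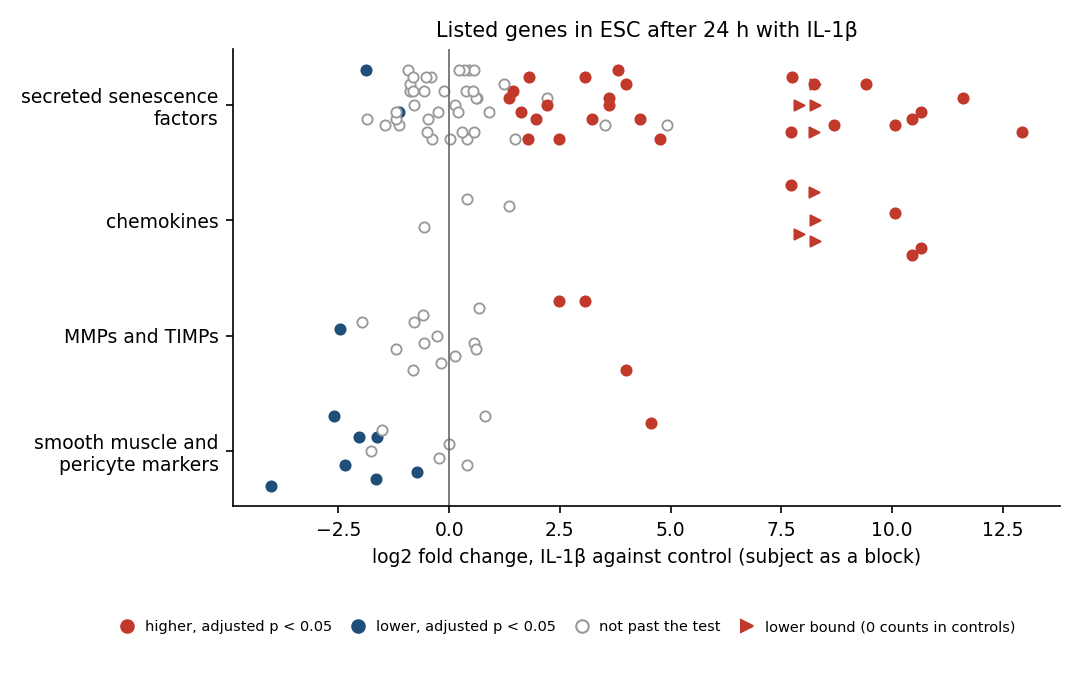
log2 fold change (IL-1β against control, subject as a block) of each tested gene in 4 lists, with filled points for an adjusted p under 0.05 and arrowheads for lower bounds of genes with 0 counts in the controls. Of the chemokines, 8 of 11 lie far to the right, while 7 of 14 smooth muscle and pericyte markers are filled on the left.

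Markers of smooth muscle and pericytes moved with the treatment as well, with 1 of 14 higher and 7 lower (2 and 9 when adjusted over the list alone). Of 6 epithelial markers 1 was lower and 0 higher (4 and 0 when adjusted over the list alone and at an unadjusted p under 0.05; 2 and 0 in DESeq2 with the block). In these counts without the block, edgeR called 0 genes of any of the 5 lists. At an unadjusted p under 0.05 there were 29 secreted factors higher and 3 lower, and 8 chemokines higher and 0 lower. There were also 2 MMPs or TIMPs higher and 3 lower, 1 smooth muscle or pericyte marker higher and 4 lower, and 0 epithelial markers higher and 2 lower. DESeq2 without the block called 26 higher and 1 lower, 7 and 0, 1 and 2, 1 and 3, and 0 and 1 in the same order. In the set test camera with a preset correlation, the secreted factors (adjusted p = 1.3e-12, and 1.5e-43 with the block) and the chemokines (adjusted p = 4.6e-13, and 7.9e-57 with the block) were higher as lists, and the MMPs and TIMPs were not (adjusted p = 0.61, and 0.16 with the block). The preset form treats the genes of a list as nearly independent, so the size of its p does not measure variation between the 2 subjects. With an estimated correlation the adjusted p was 0.16 for the first 2 lists, and 0.21 with the block. That form of camera has 2 residual degrees of freedom here, and 1 with the block, so a small p is hardly reachable for any list.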

In RNAseq experiments, IL-1β upregulated a number of bona fide SASP transcripts, indicated in Fig. 1A, B. Corresponding proteins paralleled their mRNAs, as shown by ELISA (MMP3, CCL5 and TNF-α, Fig. 1C, D) and IFC (p21, Fig. 2). Western blots (Fig. 3B, C) in cells treated with JNK inhibitors SP, AS or JNK1 and JNK2 siRNA implicated that pathway as key to IL-1β signaling (Figs. 3B, C and 4A–E). The EC_50_ of IL-1β actions in these cells [17, 27], is consistent with its affinity for the IL-1 receptor 1/IL-1 receptor accessory protein complex [28]. 

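CDKN2A, which encodes the cell cycle inhibitor p16 and lies on chromosome 9 of GRCh38 from 21967752 to 21994491, was at 3.81 ± 1.63 CPM (SD, n = 2) with IL-1β and 6.70 ± 3.65 CPM (SD, n = 2) in controls. Its log2 fold change was -0.81 (standard error 0.57, adjusted p = 0.68 from edgeR's quasi-likelihood test). The counts of CDKN2A cover exons of both p16 and the other protein of this gene, p14ARF. CDKN1A, which encodes p21 (chromosome 6, 36676460 to 36687339), was at 652 ± 65.8 CPM with IL-1β and 728 ± 171 CPM in controls (SD, n = 2), a log2 fold change of -0.16 (standard error 0.25, adjusted p = 0.86 from edgeR). H2AFX, the file's symbol for the histone H2A.X gene (chromosome 11, 119093874 to 119095467), was at 9.96 ± 0.0470 CPM with IL-1β and 12.2 ± 1.30 CPM in controls (SD, n = 2), a log2 fold change of -0.29 (standard error 0.20, adjusted p = 0.67 from edgeR). These 3 genes did not pass in any of the 15 other settings run, where the adjusted p of CDKN2A lay between 0.17 and 1.00, that of CDKN1A between 0.62 and 1.00 and that of H2AFX between 0.44 and 1.00. The paper's blots measured p16 and p21 protein and phosphorylated H2A.X. RNA counts do not test protein levels and cannot show phosphorylation.
Of 24 tested targets of the transcription factor p53, 3 fell, 0 rose and 21 did not pass with the subject as a block (9 lower and 0 higher when adjusted over the list alone; 10 lower and 0 higher at an unadjusted p under 0.05; 5 lower and 0 higher in DESeq2 with the block). GADD45A, a growth arrest and DNA damage gene, fell by 0.92 on the log2 scale (standard error 0.14), and TP53I3, named after its value was seen, fell by 1.54 (standard error 0.12). Of these targets 17 were lower and 4 higher in both subjects, with a median log2 fold change of -0.30. The list was lower in camera (adjusted p = 8.4e-04, and 5.7e-04 with the block). In camera with an estimated correlation the adjusted p was 0.22, and 0.36 with the block, where too few degrees of freedom remain to pass a list. The set test fry, which does not compare a list with other genes, gave adjusted p = 0.056, and 0.19 with the block. The call of the p53 list therefore rests on camera with a preset correlation. Of 37 tested genes of the cell cycle and proliferation, edgeR called 0 higher and 0 lower over all genes and over the list alone, with and without the block, and DESeq2 called 0 in both fits. At an unadjusted p under 0.05, 1 was higher and 1 lower with the block. Only 7 of the 37 were higher and 6 lower in both subjects, so the rest did not move alike in the 2 subjects. In camera the list was higher without the IL-1β library of subject 1 and lower without that of subject 2. Each of these fits sets the IL-1β library of 1 subject against the controls of both. A difference between the subjects can therefore give such a direction without a response to IL-1β. Because the genes did not move alike in the 2 subjects, the absence of calls does not show that they were unchanged in each subject. MCM4, a DNA replication helicase, had a log2 fold change of 0.84 (standard error 0.17) and CDC6, a replication licensing factor, of -0.32 (standard error 0.27), with adjusted p = 0.34 and 0.73 from edgeR without the block. For MCM4 the adjusted p was 0.056 with the block and 0.053 in DESeq2 with the block. It was called in 2 of the 15 other settings, both with the block and chosen after the data were seen (lowest adjusted p = 0.015).

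**Figure D3:**
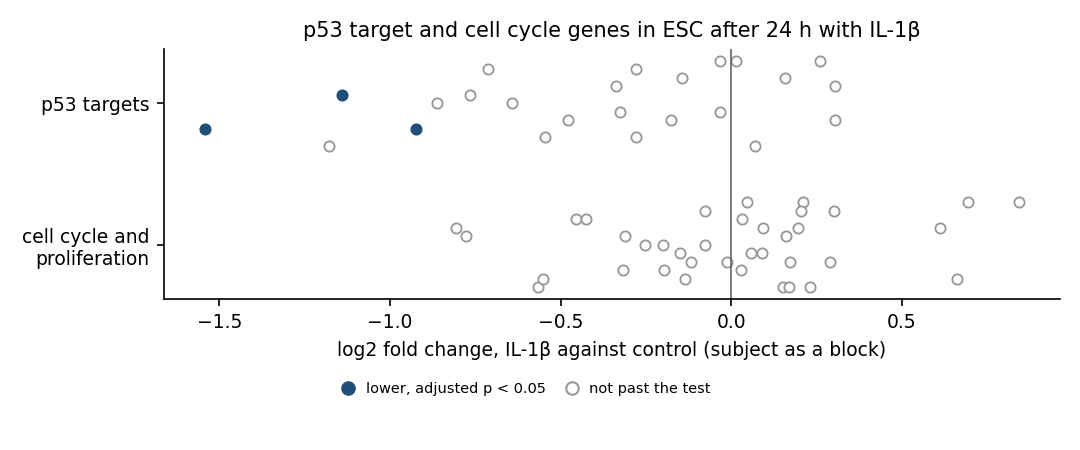
log2 fold change (IL-1β against control, subject as a block) of each tested p53 target and cell cycle gene, with filled points for an adjusted p under 0.05. The 3 filled points are p53 targets that fell, between -1.54 and -0.92, and none of the 37 cell cycle genes is filled.

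No p53 target was called by edgeR without the block (6 lower and 0 higher at an unadjusted p under 0.05; 0 by DESeq2).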

SASP gene products identified by RNAseq include many inflammatory biomarkers that have been historically analyzed in endometriosis, including IL-1β, IL-6 [29], IL-8 [30], CCL5 [31], TNF-α [32], CCL2 [33], MMP3 [34], HMGB1 [35], p16, and p21 [36, 37]. The findings support the senescence hypothesis proposed by Malvezzi et al. [37] for this condition.

Recent studies addressing senescence-induced pregnancy loss in mice reveal the involvement of similar cytokines and inflammatory biomarkers. Conditional knock-out of the uterine Enhancer of zeste homolog 2 (Ezh2) gene, a histone methyltransferase that epigenetically regulates decidual gene transcription, resulted in smaller embryo implantation sites and midgestational pregnancy failure. Decidual IL-1β and MMP3 transcripts were noted to be upregulated [38] and p16 and p21 proteins were elevated in this model [39].

The current experiments also demonstrate that hormone-induced ESC differentiation is compromised in a cell passage-dependent manner, manifested by temporal attenuation of MET morphology (Fig. 7A) and reduced secreted decidual biomarkers (prolactin, IGFBP-1, IL-11, and VEGF), *pari passu* as ESC passage number increased (Fig. 7B–E). The reliable utility of primary human ESC cultures as a model of decidual differentiation appears to be limited to the first six cell passages. A similar finding was published by Nayyar et al. [40], showing progressive reduction in IGFBP-1 secretion from menstrual effluent-derived ESC over weeks in culture. Also consistent with our observations, protein and mRNA biomarkers in ESC derived from clinically non-receptive patients in a Japanese IVF practice, exhibited significantly more senescence than ESC derived from subjects experiencing successful IVF pregnancies [41]. Based on these results we postulate that poor reproductive success (including failed implantation, miscarriage, and disorders associated with pathological placentation) are clinical manifestations of inflammaging.

Over the past decade, there has been significant advancement in understanding the influence of inflammation on infertility related to implantation failure. Traditionally, IL-1β, a key inflammatory mediator, was thought to be primarily produced by macrophages infiltrating the endometrium. Recent findings, however, suggest an alternative possibility, which is that IL-1β is notably auto-upregulated in ESC and not due to macrophage infiltration. We found that IL-1β levels in endometrial stromal cells (ESC) are low, often below the limits of detection by conventional methods like Western blotting. 

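Other members of the IL-1 system rose with IL-1β besides IL1B. Of 12 tested genes of the IL-1 family, its receptors and adaptors, 4 rose, 0 fell and 8 did not pass in edgeR with the subject as a block (4 higher and 1 lower when adjusted over the list alone and at an unadjusted p under 0.05, and 4 higher and 0 lower in DESeq2 with the block). The 4 that rose were IL1B itself, IL1A, IL33 and IL1R1. IL1A, which encodes the other agonist of the IL-1 receptor (chromosome 2 of GRCh38, 112773915 to 112785394), went from 1 count in the controls to 337 and 105 counts in the IL-1β cultures of subjects 1 and 2. The ratio of its pooled counts, scaled for depth, was 359 (exact 95% interval 64.1 to 14215, counting error only). IL33, an alarm cytokine of the same family, went from 0 and 2 counts to 18 and 220 counts, a ratio of 96.7 (exact 95% interval 26.5 to 803). IL1R1, which encodes the signalling receptor (chromosome 2, 102070376 to 102179874), was at 100.2 ± 55.6 CPM with IL-1β and 37.2 ± 20.2 CPM in controls (SD, n = 2). Its log2 fold change with the block was 1.42 (standard error 0.12, adjusted p = 0.014 from edgeR's quasi-likelihood test; adjusted p = 0.51 without the block). IL1RAP, which encodes the accessory protein of that receptor, had a log2 fold change of 0.48 (standard error 0.25, adjusted p = 0.58 from edgeR, and 0.24 with the block). IL1RN, which encodes the receptor antagonist, had 19 and 0 counts with IL-1β and 2 and 0 in controls and was not tested. Over the 15 other settings run the adjusted p of IL1R1 lay between 9.4e-06 and 0.91. Of 18 listed markers of macrophages and monocytes, 8 had 0 counts in all 4 libraries, among them ITGAM, TYROBP and LYZ. Of the 18, 3 reached the expression filter. CD68, which encodes a lysosomal protein, rose with the block by 1.60 on the log2 scale (standard error 0.22). Adjusted over the list alone, 2 markers were higher. PTPRC, which encodes the leukocyte antigen CD45, had 17 counts in the controls and 2 with IL-1β. Other low counts went up, for FCER1G from 8 to 18, CSF1R from 12 to 18, CD14 from 6 to 8 and LAPTM5 from 1 to 8. Without the block edgeR called 0 genes of these 2 lists. At an unadjusted p under 0.05 the IL-1 list had 3 higher and 1 lower and the macrophage and monocyte list 1 higher and 0 lower. DESeq2 called 3 and 0, and 1 and 0. The IL-1 list, which includes IL1B, was higher in camera (adjusted p = 0.017, and 1.1e-06 with the block). In camera with an estimated correlation the adjusted p was 0.25, and 0.36 with the block, where too few degrees of freedom remain to pass a list.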

Remarkably, the introduction of human recombinant IL-1β markedly boosted the production of endogenous IL-1β by ESC themself, resulting in its exponential amplification in cultured ESC. In culture, exposure to IL-1β not only enhanced the release of IL-1β within ESC but also increased its reception by additional ESC. This led to a self-reinforcing feedback loop of IL-1β auto-upregulation, perpetuating a chronic inflammatory state. This pivotal discovery calls for a re-evaluation of the origins of IL-1β-associated inflammation and highlights the crucial role of ESC as participants in endometrial inflammation and receptivity. Further, our results suggest that inflammation may predispose to implantational delay or failure. The concept of “inflammaging,” which merges inflammation and aging, highlights this critical intersection, underscoring its significance for understanding the pathobiology of implantational failure and conditions that arise from poor placentation.

Brighton et al discovered striking similarities between cellular senescence and differentiation of ESC into decidual cells [42]. In our findings, we observed small increases in both IL-6 and CCL5 levels, each less than tenfold, after seven days of hormone treatment compared to controls (data not shown). In contrast, there was a greater than hundreds fold increase in IL-6 and CCL5 levels following 24 h of IL-1β treatment (Fig. 1C) [43, 44]. This significant divergence from hormone treatment highlights that acute decidual senescence plays a vital and necessary role in implantation, facilitating physiological repair and remodeling. In contrast, senescence induced by IL-1β may initiate persistent pathological changes that impair endometrial plasticity, reduce endometrial receptivity, and lead to poor implantation outcomes.

In this study, we made a novel observation, which is that IL-1β treatment led to a progressive rise in endogenous IL-1β expression levels in ESC throughout extended cell passages. To the best of our knowledge, this is the first description of this pattern. This intriguing pattern raises the question of whether there’s a correlation with heightened sensitivity to IL-1β stimulation, possibly linked to age-related alterations in cell generations, warranting further investigation.

Models, such as the one described here, and more complex 3-dimensional spheroids and organoids incorporating multiple cell types [45, 46], should inform further understanding of endometrial aging. We are hopeful that senescent changes associated with advanced maternal age might ultimately be reversed with properly adjudicated medicinal interventions, based on the IL-1β and JNK signaling pathways identified in this report.

## Materials/subjects and methods

### Sources of human tissues

Four participants undergoing elective laparoscopic surgery provided written informed consent. The study received ethics approval and consent to participate from the institutional review boards at Wake Forest School of Medicine, Winston-Salem, North Carolina (IRB #00019887). Patients were excluded if they did not read English, were unable to provide written informed consent, or were incarcerated, ensuring that informed consent was obtained from all subjects who fully understood the study. Fertile, parous subjects with regular menstrual cycles, ranging in age from 27 to 37 years, who had not received hormonal therapy for at least three months before surgery were recruited. Endometrial biopsies were collected in the proliferative phase by Pipelle aspiration under sterile conditions immediately prior to laparoscopy. Among the participants, no visible evidence of endometriosis, active infection or pelvic mass suspicious for malignancy was noted. The primary operative findings in one were intramural and subserosal fibroids, one had filmy periovarian adhesions, and two desired tubal sterilization without evidence of pelvic pathology.

### Endometrial stromal cell (ESC) preparation, culture conditions and in vitro decidualization

Endometrial biopsies were digested with collagenase and glands and debris were separated by filtration [47]. ESC, in the flow-through fraction, were sub-cultured twice to eliminate macrophages and other leukocytes by plating directly onto 10-cm polystyrene dishes at a density of 25,000 cells per cm^2^ in DMEM/Ham’s F-12 medium, supplemented with 10% fetal calf serum and antibiotics (penicillin and streptomycin). P3 ESC were studied unless noted otherwise. Further passages at 1:2 splits were performed as noted below, up to passage P21. In some experiments, cells were plated on Nunc Lab-Tek chamber slides (Thermo-Fisher Scientific, Waltham, MA) for immunofluorescence (IFC)- and immunoperoxidase-cytochemistry (IPC). ESC prepared in this manner are >93% pure and retain functional estrogen and progesterone receptors, as well as other phenotypic endometrial markers, for up to six passages (P6) in vitro, but tend to dedifferentiate with more protracted passaging [48].

Decidualization was induced in vitro by exposing the cultures to 10 nM 17β-estradiol + 100 nM progesterone + 0.5 mM dibutyryl cAMP in 0.1% EtOH (“hormones, H”) in phenol red-free medium (DMEM/Ham’s F-12 cat# 10-092 cv, CellGro, Manassas, VA, USA) supplemented with 5% charcoal-stripped (hormone-depleted) fetal calf serum to mimic the endocrine milieu of early pregnancy, as described [49]. Passage numbers of the cell preparations are indicated as P3, P9, P12 or P21. Control conditions were achieved by incubation in the same phenol red-free medium for seven days, but solvent alone (0.1% EtOH) was substituted for hormones. Morphological changes consistent with mesenchymal-epithelial transition (MET) were determined after phase contrast microscopy using cell shape index values ranging from 0.0 to 1.0 in 10 randomly selected ESC per photomicrographs as described [15, 50].

### IL-1β-treatment to recapitulate cellular inflammation and induce senescence

To mimic inflammatory aging, termed “inflammaging,” [26], ESCs were incubated in the presence of 0.1 nM human recombinant IL-1β (Sigma-Aldrich, St. Louis MO, cat# I9401), which we showed was the EC_50_ for several biomarker endpoints in ESC [17]. Cellular lysates for mRNA sequencing (RNAseq) and Western blotting and culture supernatants for ELISA were prepared after 24-72 h IL-1β exposure, as described below, and compared to untreated ESC cultures. IL-1ra (R&D, cat # 280-RA-010), a natural inhibitor that binds avidly to IL-1 type 1 receptors [51] was added at 10 nM (a 100-fold molar excess) to block IL-1 receptor signaling [17]. Pathway analyses were assessed using selective pharmacological c-Jun-N terminal kinase [JNK] inhibitors. Effects of exposure of ESC to IL-1β or IL-1β + SP600125 (“SP,” NSC 75890, Sigma, cat #S5567 [43]) or AS602801 (“AS,” bentamapimod, Sigma, cat# SML-3358), were compared after 24 to 72 h. A concentration of 30 μM was used for SP and AS, based on prior optimization in ESC [17]. As an alternative approach to block JNK action in ESC, JNK1 and JNK2 double-stranded siRNA constructs or a scrambled duplex control purchased from Cell Signaling Technologies (cat# 6232, 6233 and 6568), were introduced into ESC via transient transfection at a concentration of 100 nmol per well using Lipofectamine RNAiMAX (Thermo-Fisher) as described [17]. Successful inhibition of JNK1 and JNK2 protein expression was verified by Western blotting.

### RNAseq, transcriptome and statistical analyses

Total RNA was isolated from cell lysates using the TRIzol® Plus RNA Purification Kit (Life Technologies, Grand Island, NY). RNA concentrations and quality were measured by the Nanodrop 2000® method. cDNA was synthesized from mRNA samples and subsequently used as template for bulk RNAseq as described [52]. Per-cycle basecall (BCL) files generated by the Illumina NextSeq 500 were converted to per-read FASTQ files using bcl2fastq version 2.20.0.422 with standard default parameters. Sequencing quality was reviewed using FastQC version 0.11.9, detection of potential contamination was done using FastQ Screen version 0.14.1. FastQC and FastQ Screen quality reports were summarized using MultiQC version 1.9.0. RNA sequence accession codes are GSE261130 in NCBI tracking system.

No appreciable adapter sequences were detected so no trimming was performed. Genomic alignments were performed using HISAT2 version 2.2.1 with default parameters. NCBI reference GRCh38 was used for the reference genome and gene annotation set. Sequence alignments were compressed and sorted into binary alignment map (BAM) files using Samtools version 1.15.1. Counting of mapped reads for genomic features was performed using Subread featureCounts version 1.6.2 with the parameters “-s 2 –g gene_name –t exon –Q 60 -B -C”. The annotation file specified with—a was the NCBI GRCh38 reference provided by Illumina iGenomes. Alignment statistics and feature assignment statistics were again summarized using MultiQC.

Differentially expressed genes were detected using the Bioconductor package DESeq2 version 1.34.0. Genes with one count or less were filtered, and alpha was set to 0.05. DESeq2 tests used a negative binomial generalized linear model, dispersion estimates, and logarithmic fold changes. DESeq2 calculates log2 fold changes and Wald test *P* values, performs independent filtering and adjusts for multiple testing using the Benjamini-Hochberg procedure to limit false discovery rate (FDR) to *p* < 0.05. Volcano plots confirmed the upregulation of SASP gene transcripts, and they were corroborated at the protein level by immunocytochemistry, ELISA and Western blots.

### Immunofluorescence- (IFC) and Immunoperoxidase-cytochemistry (IPC)

To verify the cellular localization of biomarker proteins, ESC were plated on Lab-Tek® chamber sides and grown to 80% confluence. Some cultures were stimulated with 0.1 nM recombinant IL-1β for 24 h, followed by extensive washing. ESC were fixed in 4% paraformaldehyde and permeabilized with ice cold acetone. The cells were stained with β-actin to label cytoskeleton microfilaments (cat# 3700, Cell Signaling, 1:600 antibody dilution). SASP and DNA damage biomarkers included IL-1β, p21. The suppliers, conditions and concentrations of antibodies used for IFC and IPC are described in Antibody Table 1. In IPC experiments nuclei were counterstained with hematoxylin.

**Table 1:** Antibody table.

Target of Antibody/siRNA	Manufacturer, Catalog No.	Dilution Used	Tested applications	Species Raised in	RRID
IL-1β	Cell Signaling Technology,12703	1:1000 and 1:400	WB, IFC	R-M	AB_2798278
IL-1β	Cell Signaling Technology,12242	1:1000 and 1:100	WB, IPC	M-M	AB_2715503
IL-6	Cell Signaling Technology,12153	1:1000	WB	R-M	AB_2687897
TNFα	Cell Signaling Technology, 6945	1:1000	WB	R-M	AB_10859375
MMP3	Cell Signaling Technology,14351	1:1000	WB	R-M	AB_2798459
p16	Cell Signaling Technology, 92803	1:1000	WB	R-M	AB_2750891
p21	Cell Signaling Twchnology,2947	1:1000 and 1:400	WB, IFC	R-M	AB_823586
HMGB1	Cell Signaling Technology, 6893	1:1000	WB	R-M	AB_10827882
CCL2	Cell Signaling Technology, 39091	1:1000	WB	R	AB_2799147
CCL5	Cell Signaling Technology, 2987	1:1000	WB	R	AB_2244129
Phospho-Histone H2A.X	Cell Signaling Technology, 9718	1:1000	WB	R-M	AB_2118009
β-Actin	Cell Signaling Technology,3700	1:1000 and 1:400	WB, IFC	M-M	AB_2242334
SignalSilence SAPK/JNK siRNAI	Cell Signaling Technology, 6232	100 nM	Transfection		
SignalSilence SAPK/JNK siRNAII	Cell Signaling Technology, 6233	100 nM	Transfection		

#### Senescence-associated-β-galactosidase (SAβG) staining

SAβG staining was conducted on confluent endometrial stromal cells (ESC) in 6-well plates using the Senescence β-Galactosidase Staining Kit (#9860; Cell Signaling Technology, MA, USA), in strict accordance with the manufacturer’s instructions. ESC were seeded onto 6-well plates and cultured until they reached 50–60% confluence. Selected cultures were then stimulated with 0.1 nM recombinant IL-1β for 24 h. Following this, cells were fixed in 1× fixative solution for 10–15 min at room temperature and stained overnight with 2 ml of β-galactosidase staining solution at 37 °C in a dry incubator (no CO_2_). To prevent evaporation, plates were sealed. The next day, the staining solutions were removed, and the cells were overlaid with 70% (v/v) glycerol in water and stored at 4 °C. The staining results were visualized using light microscopy, and images were captured.

### ELISA for detection of SASP biomarkers and in vitro decidualization

Sensitive and specific sandwich ELISA kits for senescence biomarkers, IL-6, IL-8, TNFα, MMP3 and CCL5 (cat# D6050, D8000C, TDA00D, DMP300 and DRN00B, R&D Biosystems, Minneapolis, MN), were measured to define the effects of IL-1β on ESC cultures. ELISA also were used to quantify secreted biomarkers of ESC decidualization: prolactin (cat# 0300, Alpha Diagnostic International, San Antonio, TX); IGFBP-1, VEGF, and IL-11 (cat# DGB100, DVE00, and D1100, R&D Biosystems, Minneapolis, MN). We and others previously established these assays to be precise and linear in ESC and they are increasingly recognized as reliable biochemical surrogates for ESC decidualization [11, 12, 49].

### Western blot analysis

To quantify intracellular protein expression, Western blots were performed on whole-cell lysates collected in extraction buffer (cat# FNN0011, Life Technologies, Grand Island, NY), followed by protein quantification using the Thermo Scientific-Pierce BCA™ Protein Assay method (cat# PI-23227, Thermo-Fisher Scientific, Waltham, MA) [15]. 30 μg protein per lane were loaded onto NuPAGE® Novex® 4-12% Bis-Tris protein gels (Thermo-Fisher), electrophoresed, and transferred to PVDF membranes. After blocking with 5% skim milk in PBS, primary antibodies to senescence biomarkers (IL-1β, IL-6, IL-8, TNF-α, MMP3, p16, p21, HMGB1, CCL2, CCL5 and phospho-γ-histone 2 A.X (listed in Antibody Table 1) were incubated overnight and the blots were then exposed to secondary goat anti-rabbit or anti-mouse antibodies (1:300 ,000; cat# 31460 and 31430, Pierce Biotechnology Inc., Rockford, IL) linked to horseradish peroxidase and visualized by SuperSignal™ West Pico PLUS (cat# PI34577, Thermo Scientific). Blots were washed, re-probed with mouse monoclonal anti-human β-actin antibodies (1:1000 dilution, cat# 3700, Cell Signaling) to confirm evenness of loading. SeeBlue Plus2® pre-stained molecular weight standards (cat# LC5925, Life Technologies, Grand Island, NY), were used to calibrate migration of proteins. The molecular mass of each band is indicated at the right of each Figure as kDa. Full-length copies of the original Western gels are provided as a single Supplemental Fig. 1.

### Data presentation and statistical analyses

Results and statistical evaluation of RNAseq and transcriptome findings were assessed as described above. Data from biomarker ELISA and cell shape indices were all found to be normally distributed (Kolmogorov-Smirnov tests) and are presented as means ± SD when performed in triplicate. Each experiment was repeated a minimum of three independent times with representative findings shown. SASP biomarkers in our model of ESC inflammation were compared by 1-factor ANOVA in control ESC *vs*. those stimulated with IL-1β in the absence or presence of SP (NSC 75890), AS (bentamapimod) or JNK1 or JNK2 siRNA. Post hoc Scheffé’s tests were used to compare inter-group differences among the SP-, AS- or siRNA-treated samples. Comparisons among cell shape indices and ELISA data for decidual markers were made using 2-factor ANOVA, with passage number and hormone treatment as the categorical independent variables. Cell shape indices compared among different passage numbers with or without hormone treatment were analyzed by 2- and 1-factor ANOVA. 10 randomly selected ESC photomicrograph images were used for cell shape measurements under each experimental condition. Statistical significance was accepted when two-tailed tests yielded *p* < 0.05.

## Availability of data and materials

All datasets will be made available to readers promptly upon request.

### Supplementary information

Fig3.A

Fig3.B

Fig3.C

Fig4.E

Fig4.F

Fig5.C

Merged original no cropped EB dat

How the deposited data were processed for this re-analysis (not part of the article)

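RNA of cultured human ESC at passage 3 was compared between 2 control libraries and 2 libraries from cultures given 0.1 nM IL-1β for 24 h. Both groups hold the same 2 subjects, as the paper and the sample labels say. The authors deposited raw fragment counts per gene, made with HISAT2 2.2.1, SAMtools 1.16.1 and featureCounts 2.0.0 by the submitters' processing notes; bcl2fastq is named without a version. The file's own header names featureCounts 2.0.0, paired fragments counted on 1 strand over exons by gene name, and a minimum mapping quality of 60. Coordinates are those of the count file, on GRCh38, as the span of a gene's exons on its chromosome.

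The file holds 30014 readable gene lines. Another 8 lines, belonging to 3 genes, are broken across lines and were left out, as were 119 genes by a rule on human donor data. The annotation also places 1361 genes on alternate or unplaced contigs, and reads that fit several places may fall below the mapping quality minimum. Library totals over the genes used were 7469428 and 7343803 for the controls and 9083791 and 8885121 for IL-1β (subjects 1 and 2). A count of 0 in 1 library allows 3 counts, or 0.33 to 0.43 CPM; intervals and floors cover counting error only.

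Counts were normalized by TMM and tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, default prior count, Benjamini-Hochberg adjustment, threshold 0.05) on 13302 genes that passed its expression filter, without a subject term. Standard errors are the log2 fold change divided by the square root of F. CPM values are counts over TMM-scaled library sizes. The check of the pairing gave a correlation across genes of 0.69 between the deviations of libraries of the same subject from their group means, and the pairing itself comes from the subject labels; the subjects' log2 fold changes correlated at 0.71 across genes, which are not independent replicates. The fit with the subject as a block has 1 residual degree of freedom and the fit without it 2. Folds against a group at 0 counts use a floor of 3 counts over the control group, and in the passages genes with 1 to 3 control counts are given as a ratio with an exact 95% interval; their fitted log2 fold changes appear only where settings or the paper's figure are compared. Alternatives were DESeq2 1.42.0 (genes with more than 1 count in total, as in the paper's methods) with and without the block, RLE normalization, library totals, a filter of more than 1 count in total, a prior count of 2 and leaving out each library. Other splits of the samples and an interaction of subject and treatment were not tested, with 2 libraries in each group.

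The 25 gene lists (24 with a tested gene) and the rule for named genes were fixed before the data were examined. The rule takes the genes the paper names, the 12 largest changes in each direction among genes past the threshold without the block that moved the same way in both subjects at a mean log2 CPM of at least 1, and the 4 genes of each list with the smallest p, 99 genes in all. Only CTSS met the second part, so the same part was repeated on the fit with the block after the values were seen, and list members past the test with the block were named after their values were seen. Lists were tested with camera in limma 3.58.1 (preset correlation 0.01), with an estimated correlation and with fry. With an estimated correlation camera uses the residual degrees of freedom, 2 without the block and 1 with it. A small p is then hardly reachable for any list. The preset form treats the genes of a list as nearly independent, so its p does not measure variation between the subjects.

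The fits were tested on simulated counts for 13302 genes, in 10 runs with 200 genes of more than average log2 CPM 1 changed. Counts were drawn from the means, library sizes and subject differences of these data, with the spread set by its trend with expression. No gene had a spread of its own, and changed genes changed alike in both subjects. The rates below therefore describe an easier setting than these data. With the block, 63.9% of the genes changed by a log2 fold change of 1 were found, 94.9% at 2 and 98.3% at 4, and 3.38% of calls were false. Without it, 0% were found at 1, 4.48% at 2 and 62.4% at 4, with 0% false. With no gene changed, both fits called 0 genes in each run.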

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

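All tests of explanations below were chosen after the patterns were seen. Outside the genes and lists that the paper discusses, 8 lists with at least 5 tested genes passed camera with a preset correlation with and without the block, and 1 gene passed edgeR without the block; the estimated correlation ended all 8 list calls.

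CTSS was higher with IL-1β (log2 fold change 5.76), in both subjects. CTSS, CD68 and the cytokine genes are known from macrophages, so macrophages or monocytes in the IL-1β cultures are a possible explanation. The paper's methods describe subculture steps meant to remove macrophages and other leukocytes before the experiments. The counts argue against this explanation as well. The median of the 18 listed macrophage and monocyte markers was 0% of the CPM of CTSS in each IL-1β library. TYROBP, LYZ and ITGAM had 0 counts. CD68 and CD74 were the listed markers above 10 CPM there, and stromal cells may express both. A response of the stromal cells to IL-1β stays open as a hypothesis, found and tested on the same data.

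Of 14 smooth muscle and pericyte markers 7 fell and 1 rose with the block, with a median log2 fold change of -1.29 without it. The list was lower in camera with a preset correlation (adjusted p = 0.0050, and 1.1e-06 with the block). It did not pass with an estimated one (adjusted p = 0.50, and 0.36 with the block), which has too few degrees of freedom to pass a list. The set test fry, which does not compare a list with other genes, gave adjusted p = 0.44, and 0.19 with the block. The call of this list therefore rests on the preset correlation. A trend with gene length is not the cause of these falls, since its lowest value at the lengths of those 7 genes was -0.051 while their median was -2.04. The larger share of RN7SK, RN7SL1 and RN7SL2 with IL-1β is not the cause either, since the log2 ratio of the share of counts left to all other genes was -0.023 in the subject where it was lower. Fewer smooth muscle or myofibroblast cells in the IL-1β cultures cannot be told apart from lower expression per cell: 9 of the 14 genes were lower in both subjects. MYOCD, which encodes a smooth muscle transcription factor, rose by 4.56 on the log2 scale with the block. The rise of 1 gene may be a change per cell, so it does not decide the number of cells. Stromal cells can also express many of the listed genes, so a change in these cells could hide a loss of others. The effect of IL-1β on the stromal cells themselves was not tested separately from this.

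The other lists were the following. The NF-kB components and feedback genes had a median log2 fold change of 1.87 over 28 genes, all higher in both subjects. The chemokines had a median of 10.49 as fitted (8.25 with the 4 genes at 0 in the controls at their lower bound) over 11 genes. The prostaglandin genes had a median of 0.37 over 13 genes. The genes of cholesterol synthesis had a median of 0.36 over 23 genes. The direction of that list in camera was lower without the IL-1β library of subject 2, a fit that leaves the subjects unpaired. The p53 targets had a median of -0.30 over 24 genes. The collagens and matrix proteins had a median of -0.31 over 32 genes. The epithelial markers had a median of -1.29 over 6 genes.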

How the results depend on the processing

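The block with RLE normalization, with library totals only, with every gene above 1 count in total, without RN7SK, RN7SL1 and RN7SL2, and with other set tests were added after the data were seen. edgeR without the block called 1 gene higher and 0 lower (725 and 675 at an unadjusted p under 0.05), and 0 of the heat map and SASP genes. With DESeq2 with the filter of the paper's methods and no block, 226 genes were higher and 130 lower (218 and 114 beyond a log2 fold change of 1 or -1), 5 heat map and 5 SASP genes were higher, and the log2 fold changes that now passed were 13.23 for IL1B, 9.96 for IL8, 7.84 for IL6, 10.92 for CCL5 and 5.12 for TNF. With DESeq2 with the replicate block, 452 genes were higher and 386 lower (383 and 285 beyond a log2 fold change of 1 or -1), 6 heat map and 6 SASP genes were higher, and the log2 fold changes that now passed were 13.18 for IL1B, 10.10 for IL8, 7.75 for IL6, 9.02 for CCL2, 4.90 for TNF and 3.08 for MMP3. edgeR with the replicate block gave 371 and 260 (324 and 210), 6 and 6, and 12.94 for IL1B, 10.08 for IL8, 7.75 for IL6, 7.72 for CCL2, 11.59 for CCL5 and 3.08 for MMP3. The block with RLE normalization gave 336 and 218 (305 and 188), 6 and 6, and 12.94 for IL1B, 10.07 for IL8, 7.74 for IL6, 7.71 for CCL2, 11.59 for CCL5 and 3.07 for MMP3. The block with library totals only gave 535 and 390 (414 and 282), 7 and 7, and 12.94 for IL1B, 10.09 for IL8, 7.75 for IL6, 7.78 for CCL2, 11.64 for CCL5, 4.91 for TNF and 3.10 for MMP3. The block with every gene above 1 count in total gave 717 and 700 (484 and 442), 7 and 7, and 12.94 for IL1B, 10.08 for IL8, 7.75 for IL6, 7.73 for CCL2, 11.60 for CCL5, 4.92 for TNF and 3.08 for MMP3. The block without RN7SK, RN7SL1 and RN7SL2 gave 353 and 233 (315 and 194), 6 and 6, and 12.94 for IL1B, 10.08 for IL8, 7.75 for IL6, 7.72 for CCL2, 11.59 for CCL5 and 3.08 for MMP3. With every gene above 1 count in total and no block, 0 were higher (0 beyond a log2 fold change of 1), where CTSS had an adjusted p over the threshold across more genes, and leaving out each library in turn gave 0 to 0 higher in both counts, where the lone library of a group is assumed to vary like the other group. RLE normalization or library totals without the block left 1 higher and 0 lower, and no scaling moved the median of all genes by over 0.1. With the replicate block no library can be left out, because no residual degree of freedom remains. The cause of the other changes was not tested. Of 24 lists, camera with a preset correlation called 12 higher and 5 lower (13 and 5 with the block). With an estimated correlation it called 0 and 0, and 0 and 0 with the block, where its few residual degrees of freedom make a call hardly reachable. The test fry, which does not compare a list with other genes, called 7 and 0, and with the block 6 and 0. Leaving out each library gave 9 to 14 lists higher and 2 to 6 lower. Without the IL-1β library of subject 2 the direction was lower for 3 lists, cell cycle, interferon-stimulated genes and cholesterol synthesis. A direction is given here whether or not the list was called. With all libraries and no block the direction of the 3 was higher, but cell cycle was not called (adjusted p = 0.93 from camera). A fit without 1 library leaves the subjects unpaired, so a difference between the subjects can turn the direction of a list. Over the 4 fits without 1 library, the adjusted p of these lists ranged from 1.5e-06 (without the IL-1β library of subject 1, higher) to 0.61 (without the control of subject 1, lower), from 4.9e-11 to 0.63, and from 1.5e-06 to 0.97. Depth limits genes near 0 counts in the controls, whose fitted fold changes move with the prior count: at a prior count of 2 the log2 fold change of CCL5 was 7.64, against 11.64.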

Differences from the paper's values

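The log2 fold changes of 6 SASP genes without the block lay within 1 standard error of the positions in the paper's Fig. 1B, read by eye at about 13 for IL1B, about 10 for IL8, about 7.8 for IL6, about 7.6 for CCL2, about 5.1 for TNF and about 3 for MMP3, against 12.93, 9.94, 7.82, 7.64, 4.98 and 3.14 here. These standard errors are wide (0.89 to 1.69), and the fitted values of IL1B and TNF, with 1 and 2 control counts, were 11.03 and 3.72 at a prior count of 2. Leaving out 1 library moved each of the 6 more than 1 standard error from its position in at least 1 of the 4 fits. In such fits the subjects are no longer paired, so differences between the subjects enter the folds. Over these fits the ranges were 12.02 to 15.45 for IL1B, 8.78 to 11.79 for IL8, 6.73 to 8.44 for IL6, 5.91 to 14.08 for CCL2, 3.71 to 8.37 for TNF and 1.10 to 5.03 for MMP3. CCL5 had 0 control counts, so its fitted value is set by the prior count and cannot be compared with the position of about 11 in Fig. 1B, read by eye. It was 11.64 (standard error 2.14), 7.64 at a prior count of 2, and 11.59 (standard error 0.45) with the block. DESeq2 as in the paper's methods gave 10.92 (standard error 2.48), and 10.55 (standard error 4.21) with the block. The counts themselves give at least 238-fold.

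The paper presents the heat map genes of Fig. 1A as the most strongly upregulated transcripts. Of the 10, 6 rose in edgeR with the subject as a block, and 3 were among the first 10 of 13302 genes by log2 fold change (IL1B, CCL5 and IL8). The place of CCL5, with 0 control counts, depends on the prior count, and so do the places of genes ranked below such genes. Ranked by p with the block, IL1B, IL6 and IL8 held ranks 6, 7 and 8. HMGB1 and MAP2K1 had log2 fold changes of 0.28 and 0.47, at ranks 2858 and 1665, and no setting called either of them. CXCL10 had 3 counts in the controls and 31 with IL-1β in all; the setting nearest to calling it, chosen after the data were seen, was the block with every gene above 1 count in total (adjusted p = 0.082 from edgeR).

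The paper describes all 7 SASP transcripts of Fig. 1B as upregulated, and all 7 were higher in both subjects here. DESeq2 without a subject term, the tool the paper's methods name, called IL1B, IL6, IL8, CCL5 and TNF but not CCL2 (adjusted p = 0.11) or MMP3 (adjusted p = 0.48). Both were called in DESeq2 with the block (adjusted p = 4.9e-05 and 4.2e-47) and in edgeR with the block (adjusted p = 0.0073 and 0.010). TNF was called by DESeq2 without and with the block (adjusted p = 0.031 and 0.015), and in edgeR by the block with library totals only (adjusted p = 0.036) or with every gene above 1 count in total (adjusted p = 0.014), both chosen after the values were seen; neither of these 2 dropped any of the other 6 SASP genes.

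The paper lists HMGB1, p16 and p21 among the products identified by RNAseq. The log2 fold changes of their genes were 0.28, -0.81 and -0.16 without the block, and no setting called any of the 3. These are RNA values. The paper's blots of the 3 proteins and its p21 staining measured protein, which RNA counts do not test.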

Other observations

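Many NF-kB components and feedback genes rose with IL-1β. With the subject as a block edgeR called 19 of 28 higher and 0 lower (27 and 0 when adjusted over the list alone and at an unadjusted p under 0.05; 20 and 0 in DESeq2 with the block). SOD2, the mitochondrial superoxide dismutase, had a log2 fold change of 5.06 (standard error 0.19). TNFAIP3, which encodes the feedback inhibitor A20, rose by 5.53 (standard error 0.33). IRAK3, an inhibitor of IL-1 receptor signalling, rose by 5.72 (standard error 0.39), and ZC3H12A, an RNase that degrades cytokine mRNAs, by 3.53 (standard error 0.18). Of 13 genes of prostaglandin synthesis and reception 4 rose and 0 fell (5 and 1 when adjusted over the list alone and at an unadjusted p under 0.05; 4 and 0 in DESeq2 with the block). Among them were PTGS2 (COX-2) at 4.58 (standard error 0.29), PTGES, the inducible prostaglandin E synthase, at 5.48 (standard error 0.62) and AKR1B1, which can form prostaglandin F2α, at 3.50 (standard error 0.22). All 3 tested metallothioneins rose (3 when adjusted over the list alone; 2 in DESeq2 with the block), with MT2A at 2.97 (standard error 0.20). Of 12 complement genes 2 rose and 1 fell (4 and 1 when adjusted over the list alone; 4 and 3 at an unadjusted p under 0.05; 3 and 1 in DESeq2 with the block). CFH, a complement regulator, rose by 2.74 (standard error 0.28), C3 rose as well, and CD55, a shield against complement, fell by 1.53 (standard error 0.13). Of 28 interferon-stimulated genes 1 rose and 0 fell (1 and 0 when adjusted over the list alone; 6 and 2 at an unadjusted p under 0.05; 2 and 0 in DESeq2 with the block), IRF1. Of 23 genes of cholesterol synthesis 2 rose and 0 fell (6 and 0 when adjusted over the list alone; 11 and 0 at an unadjusted p under 0.05; 1 and 0 in DESeq2 with the block), INSIG1 and DHCR7, both named after their values were seen. Of 19 glycolysis genes 1 rose and 0 fell (1 and 0 when adjusted over the list alone; 2 and 1 at an unadjusted p under 0.05; 1 and 1 in DESeq2 with the block), PFKFB3 at 1.35 (standard error 0.17).

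The paper measured decidual proteins after hormone treatment and not after IL-1β alone. In these libraries, without hormones, 5 of 18 tested decidualization genes rose and 1 fell with the block (5 and 2 when adjusted over the list alone; 6 and 4 at an unadjusted p under 0.05; 5 and 1 in DESeq2 with the block). IL11 rose, CEBPB, a decidual transcription factor, rose by 1.20 (standard error 0.14), and NR2F2, which encodes the stromal transcription factor COUP-TFII, fell by 1.35 (standard error 0.15). BMP2 (1.63, standard error 0.18), KLF9 (1.26, standard error 0.18) and PRLR (2.97, standard error 0.33), named after their values were seen, rose. PRL had 1 count over the 4 libraries, and IGFBP1 had 8 and 1 counts with IL-1β and 2 and 1 in controls. VEGFA had a log2 fold change of -0.86 (standard error 0.29, adjusted p = 0.45 from edgeR without the block, 0.15 with it and 0.056 to 0.87 over all other settings). Of 28 genes of the JNK pathway and AP-1, the pathway the paper inhibited, 5 rose and 0 fell with the block (7 and 1 when adjusted over the list alone; 10 and 2 at an unadjusted p under 0.05; 5 and 0 in DESeq2 with the block). These were MAP3K8 at 1.99 (standard error 0.21), JUNB at 0.82 (standard error 0.12) and ATF3 at 0.86 (standard error 0.14). Named after their values were seen, the others were MAP3K5 at 1.01 (standard error 0.13) and FOSL1 at 0.97 (standard error 0.12). MAPK8 and MAPK9, which encode JNK1 and JNK2, had log2 fold changes of 0.02 and -0.03 with the block (standard errors 0.13 and 0.13) and were not called. ACTB, whose protein the paper's blots use as loading control, was at 3406 ± 881 CPM with IL-1β and 6129.9 ± 617 CPM in controls (SD, n = 2). Its log2 fold change was -0.85 (standard error 0.37, adjusted p = 0.52 from edgeR, 0.10 with the block and 0.0013 in DESeq2 with the block, and 0.0013 to 0.91 over all other settings).

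Of 13 stromal fibroblast markers 3 rose and 0 fell with the block (4 and 3 when adjusted over the list alone; 6 and 4 at an unadjusted p under 0.05; 4 and 3 in DESeq2 with the block). These were DCN (decorin) at 2.63 (standard error 0.21), LUM (lumican) at 1.54 (standard error 0.16) and MME (CD10) at 2.42 (standard error 0.16). Of 32 collagens and matrix proteins 2 rose and 1 fell (3 and 6 when adjusted over the list alone; 3 and 14 at an unadjusted p under 0.05; 3 and 10 in DESeq2 with the block), and 20 were lower and 5 higher in both subjects. The genes called were the same DCN and LUM, and CTGF, which fell by 1.55 (standard error 0.19). Among epithelial markers KRT18 fell by 1.48 (standard error 0.20). Of 2 tested T and NK cell markers NCAM1 fell by 2.05 (standard error 0.17) and 0 rose (0 and 1 when adjusted over the list alone; 0 higher at an unadjusted p under 0.05 and in DESeq2 with the block). Of 4 endothelial markers 0 were called either way (1 and 1 when adjusted over the list alone and at an unadjusted p under 0.05; 0 in DESeq2 with the block). The file lists none of the 13 mitochondrial mRNAs. edgeR without the block called 0 genes of any list in this part. With an estimated correlation no list passed camera (adjusted p = 0.22 for the NF-kB genes, and 0.21 with the block), which had too few degrees of freedom to pass one.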
